A study of Pleurodeles waltl with 10 samples.

How the data were processed

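The series holds 10 sequencing libraries from the forebrain of larval Iberian ribbed newts, Pleurodeles waltl, collected at stage 55. Per the labels, animals had received a virus named PHP-GFP at stage 37, 41 or 51, tissue was dissociated with papain for 30 min, and cells were tagged with multiplexing oligos before droplet encapsulation. A multiplexing oligo is a short barcoded DNA that marks all cells of a pool, so that several pools can share a droplet run. The libraries formed 6 groups, given by the injection stage and by the kind of library (gene expression or multiplexing oligo), and every library was assigned from its title.

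The analysis rests on a pair of reference tables of the whole series, and the expression values of the libraries were not analysed here. The first table, as deposited, pairs transcript names with gene names. Fields in it are separated by 8 spaces, except in 3 rows that use tabs, and both separators were read as white space. How the transcripts were assembled, filtered and named is not stated per the labels or per the file headers. The transcript names show 2 naming forms. Names that contain HQ_transcript, a form that long-read transcript software writes, are called HQ transcripts below. Names that start with TRINITY, the prefix of a short-read assembler of that name, are called TRINITY transcripts. The second table, as deposited, lists the name and the barcode sequence of each multiplexing oligo, with the read on which it is found. Of the 4 columns used, 0 hold values of a sample, and neither table holds a sequencing depth, so the depth per library is unknown and no interval based on reads is given.

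Transcripts were counted per gene name, with names as written and every row counted. A TRINITY cluster is the set of TRINITY transcripts whose names agree up to the isoform number. Gene names were compared, ignoring case, with the symbols of a RefSeq gene table for Pleurodeles waltl (assembly aPleWal1.hap1), after symbols made of LOC and a number had been left out. That table was used for names only. Of the 17112 gene names, 12725 matched. Intervals on shares are 95% Wilson intervals. They treat gene names as independent draws, which they are not, and serve only as a scale.

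A list of 63 genes in 6 sets (radial glia, cell cycle, intermediate progenitor or neuroblast, pallial glutamatergic neuron, GABAergic neuron, pan-neuronal) was fixed before the data were examined, from general knowledge of forebrain cell types. Their transcript numbers were compared with those of all other gene names by a two-sided permutation test with 100000 resamples on the difference of mean log2(transcripts per gene name). On 40 simulated lists of 63 names drawn from the 17112 names, the test with 500 resamples gave a p-value under 0.05 for 1 unchanged list and for all 40 lists whose transcript numbers had been doubled. Genes are not independent replicates, so the test describes this map only. Distances between oligo sequences were Hamming distances, the number of positions that differ, with Levenshtein distances, which also allow insertions and deletions, as an alternative. They were set beside 10000 random sets of sequences of the same number and length.

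Alternatives fixed before the data were examined were folding names to upper case, removing identical rows, leaving out assembly identifiers, a stricter definition of a symbol, counting transcripts in place of genes, other thresholds, statistics and backgrounds, leaving out each set of the gene list, and other distances. Alternatives chosen after seeing the data were restriction to HQ or to TRINITY transcripts, a background limited to RefSeq symbols, restriction to names with both sources, folding of names in the test of the gene list, removal of identical rows for the share of genes with more than 1 transcript, other ways of matching RefSeq symbols, and a wider pattern for bacterial-style names. The rule fixed in advance for names printed in the text covered listed genes that were absent or spelled in several ways, gene names containing GFP, the 5 gene names with the most transcripts and the oligos of the closest pair. Other names were chosen after their values were seen. Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 were used.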

Results

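The study sequenced single cells of the larval salamander forebrain at stage 55. Of its 10 libraries, 5 were gene expression libraries and 5 were the matching multiplexing oligo libraries. Virus carrying GFP, a fluorescent marker, had been injected at stage 37 (2 libraries of each kind), stage 41 (1 library of each kind) or stage 51 (2 libraries of each kind). The design therefore compares forebrain cells by the stage at which the virus was given. Expression, cell types and GFP-labelled cells were not analysed here for any library, and no comparison between the 3 injection stages was made. With 1 gene expression library, stage 41 has no replicate library, and the other stages have 2 libraries each. Whether the oligos used within a stage marked replicate pools was not examined here. The measurements below describe the transcript catalogue and the barcodes that belong to these libraries. They have no replicates.

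A catalogue of this kind tells counting software which gene each transcript belongs to. It listed 194406 transcript rows under 17112 gene names. HQ transcripts made up 160687 rows (82.7%) and TRINITY transcripts 33716 rows (17.3%). The remaining 3 rows were constructs. Both sources contributed to 11909 gene names (69.6%). TRINITY transcripts alone supported 4910 names (28.7%), and HQ transcripts alone supported 292 names (1.71%). Assembly identifiers were used as gene names 0 times, although 44 names were not short plain symbols, of which 23 were whole numbers. Whether transcripts that had received no gene name were removed before the catalogue was made is not stated.

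The number of transcripts per gene name was 11.4 on average with an SD of 17.1 across the 17112 names, and the median was 5. The choice that moved this mean most was the source of the transcripts, since TRINITY transcripts alone gave a mean of 2.005. More than 1 transcript was listed for 82.2% of the names, and 3038 names had a single transcript. The distribution had a long upper tail, in which 98 names with at least 100 transcripts held 7.25% of all rows. The 5 names with the most transcripts were L1TD1 (340 transcripts), GRIN1 (284 transcripts), GRIA2 (270 transcripts), CELF2 (253 transcripts) and SPTBN1 (242 transcripts). These differed in source. TRINITY transcripts accounted for 317 of those of L1TD1, whereas the other 4 names had between 2 and 6 TRINITY transcripts each. TRINITY transcripts of L1TD1 fell into 282 clusters, against a median of 1 cluster per gene name.

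A transcript should point to a single gene if its reads are to be counted once. The catalogue held 194333 distinct transcript names. Of these, 73 were listed more than once, 28 with the same gene name and 45 with more than 1 gene name. Among the 28058 TRINITY clusters, 654 (2.33%) carried more than 1 gene name. Spelling may also have divided the transcripts of a gene between names, although it was not tested whether names that differ only in case are the same gene. When case was ignored, 339 names were written in more than 1 way, and these spellings covered 6635 transcripts (3.41% of all rows). At the median of these 339 names, 16.7% of the transcripts stood under the less common spellings, and for 143 of them the share was at least 20%.

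The gene name GFP collected 3 construct rows, and whether they belong to the injected virus was not tested. Their names were EGFP_BC_bGlobin, bGlobin and EGFP_READ2_SPACE. The bGlobin entry, assigned to the gene name GFP, carried no GFP in its own name. However, bGlobin is also part of the name EGFP_BC_bGlobin, so the entry may be a part of the same construct. A total for GFP built from this catalogue thus includes reads assigned to that entry. The only other gene names containing the letters GFP were GFPT1 with 9 transcripts and GFPT2 with 6 transcripts, and neither included a construct row.

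All 63 genes of the list of forebrain cell type genes were present. The list had a median of 10 transcripts per gene, against 5 for the 17049 other names. Its geometric mean was 10.9 transcripts, against 5.52 for the other names. The sets differed, with medians of 36.5 for pan-neuronal, 13.5 for radial glia and 13 for pallial glutamatergic neuron genes. Medians were 9 for cell cycle and 7 for intermediate progenitor or neuroblast genes. GABAergic neuron genes had a median of 5, equal to that of the other names. The sets were not tested singly. Single genes varied widely, with SDs of log2 transcripts of 1.94 across the listed genes and 1.73 across the other names. The difference of mean log2 was 0.99, and the two-sided permutation test gave p = 2e-05. This was the only test fixed in advance. A higher number than the median of the other names was found for 44 of the 63 genes. The alternative that moved this difference most was restriction to TRINITY transcripts, which gave 0.28 (p = 0.00846, permutation test). HQ transcripts alone gave 0.52 (p = 0.0211, permutation test). Values ranged from 1 to 208 transcripts. The 5 listed genes with a single transcript were NEUROG1, NEUROD1, NEUROD2, EMX2 and ZBTB18, named after their values were seen. The genes without any HQ transcript numbered 6, and those without any TRINITY transcript numbered 3. SYT1 was the only listed gene spelled in more than 1 way, with 208 transcripts as SYT1 and 1 transcript as syt1.

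**Figure D1:**
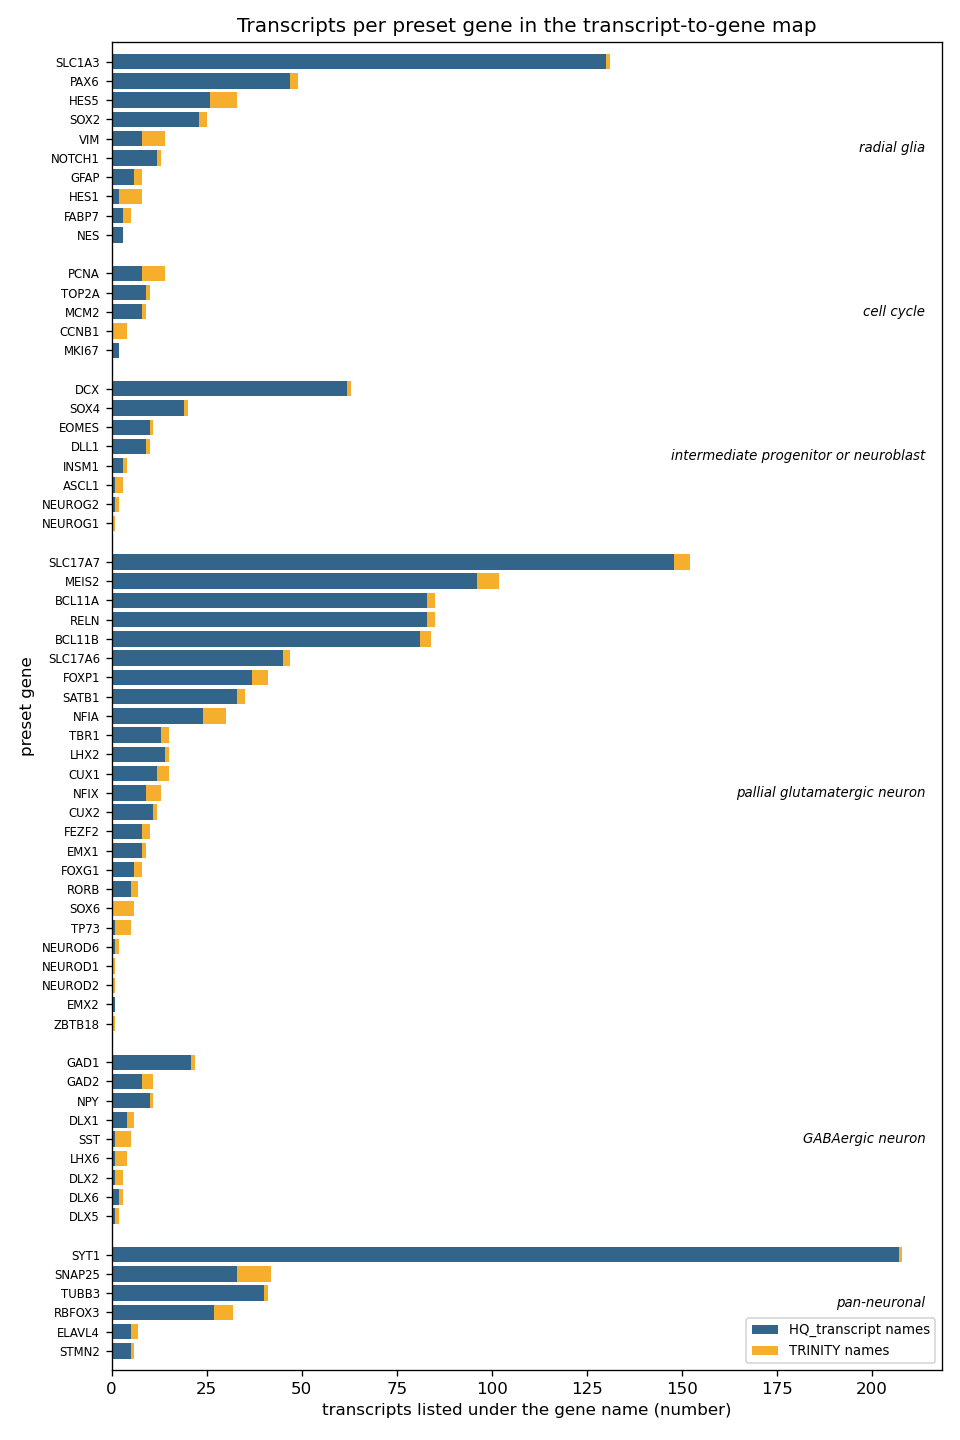
Number of transcripts listed under each of the 63 preset genes (horizontal axis), with HQ transcripts in blue and TRINITY transcripts in yellow, grouped by the set to which the gene belongs. Values ran from 1 transcript to the 208 transcripts of SYT1, and HQ transcripts made up most of the long bars.

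Among the 17112 gene names, 12725 (74.4%, 95% Wilson interval 73.7% to 75.0%) matched a RefSeq symbol of this species. The share was 85.3% (84.6% to 85.9%) for names with both sources and 48.8% (47.4% to 50.2%) for names with TRINITY transcripts alone. Names with HQ transcripts alone matched in 59.2% of cases (53.5% to 64.7%). In the other direction, 12448 of the 13717 RefSeq symbols (90.7%) were found in the catalogue. Names of 3 lower-case letters followed by 1 upper-case letter, the form used for bacterial genes, numbered 831 (4.86% of all names) and matched a RefSeq symbol in 2.65% of cases (1.75% to 3.98%). They covered 1184 rows, of which all were TRINITY transcripts and 0 were HQ transcripts.

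A further 23 gene names were whole numbers between 44256 and 44451, and they covered 430 transcripts. Read as day numbers in the 1900 date system of spreadsheets, all 23 fell in the year 2021. March held 10 of them, with days from 1 to 11, September held 12, with days from 1 to 12, and the remaining name stood for 1 April. Names of the septin (SEPT or SEPTIN) and MARCH or MARCHF families followed by a number were found 0 times in the catalogue, whereas the RefSeq table lists 10 SEPTIN and 11 MARCHF symbols. The numbers of transcripts were 189 for the March names and 238 for the September names.

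**Figure D2:**
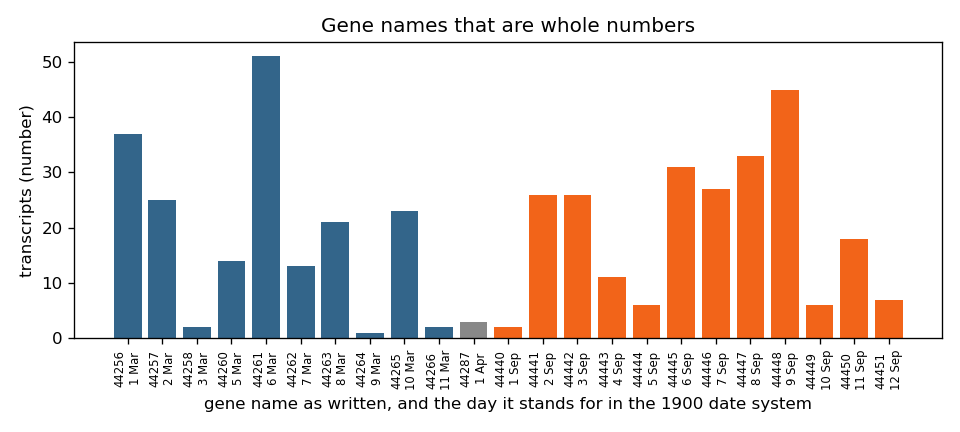
Number of transcripts (vertical axis) for each of the 23 gene names that are whole numbers (horizontal axis), with the calendar day that each stands for. Names of March days are in blue, the April day in grey and those of September days in orange, and the largest bar is 44261 with 51 transcripts.

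The barcode table listed 12 multiplexing oligos of 15 bases each, of which 4 were used per stage according to the labels. Which 4 oligos were used for which library was not analysed here. The 66 pairs differed at a median of 12 positions, with a range from 7 to 15. The closest pair was CMO303 (CCGTCGTCCAAGCAT) and CMO312 (ACATGGTCAACGCTG), which differed at 7 positions. By Levenshtein distance the closest pair was instead CMO303 and CMO308 (CGGATTCCACATCAT), at a distance of 6. At a smallest Hamming distance of 7, up to 3 substitutions in a barcode leave it nearest to its own sequence. Of 10000 random sets of 12 sequences, 75.2% had a smallest distance at least as large, and the median of their smallest distances was 7. The oligos held between 5 and 9 G or C bases.

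**Figure D3:**
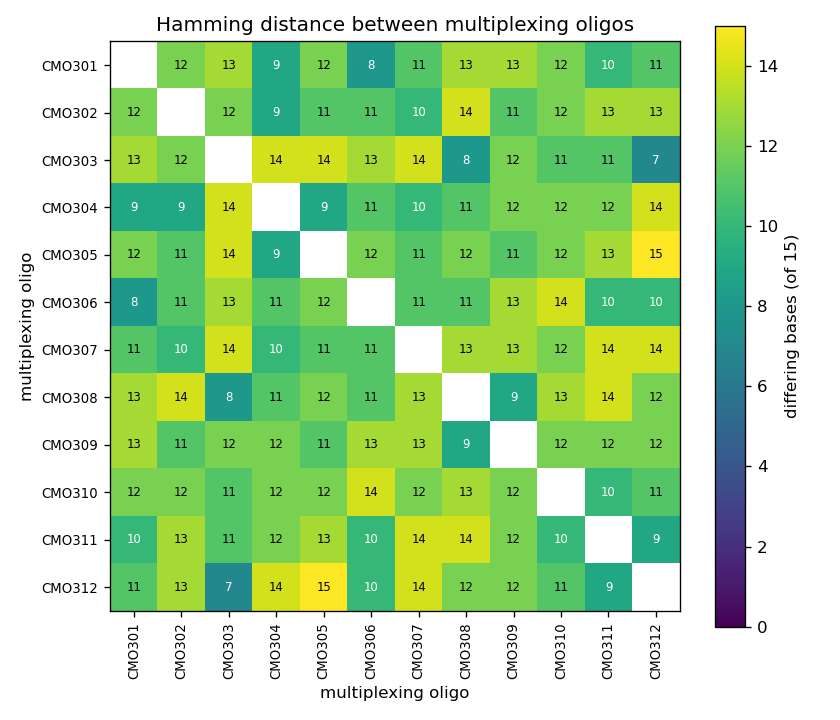
Hamming distance, in differing bases, between each pair of the 12 multiplexing oligos (both axes). Distances run from 7 for CMO303 and CMO312 to 15.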

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

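The 9 results were recomputed under 35 alternatives, of which 9 moved a count, a share or the mean by the limits below. Counts were held to have moved beyond a ratio of 1.5, shares beyond their 95% Wilson interval, and the mean number of transcripts beyond a bootstrap interval over genes (11.1 to 11.6). The test of the listed genes was judged by its direction and its p-value, not by its size.

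The source of the transcripts mattered for both results on transcripts per gene. HQ transcripts alone gave a mean of 13.2 and TRINITY transcripts alone a mean of 2.005. The share of names with more than 1 transcript was 86.7% with HQ transcripts alone, 47.8% with TRINITY transcripts alone, 83.0% with names folded to upper case and 70.2% when more than 2 transcripts were required. The last value follows from the stricter threshold itself. For the others the cause was not tested. Names that were short plain symbols made up 99.7%, against 100% for all names that were not assembly identifiers. The share of names matching a RefSeq symbol was 72.5% with case as written and 84.8% when weighted by transcripts. Leaving out assembly identifiers could move nothing, since 0 names had that form.

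The difference between the listed genes and the other names kept its direction and a permutation p-value under 0.05 in all 14 settings, the reported one included. Its size did not hold. It fell from 0.99 to 0.75 among names with at least 2 transcripts, 0.68 against RefSeq symbols, 0.62 among names with both sources, 0.52 (permutation p = 0.0211, the largest) for HQ transcripts alone and 0.28 for TRINITY transcripts alone. It ran from 0.84 to 1.14 across the 6 fits that each left out 1 set of genes. The smallest distance between oligos was 6 as a Levenshtein distance (CMO303 and CMO308, not the pair that is closest by Hamming distance), without the last base, and with reverse complements included.

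No paired analysis was possible because the tables hold no values per library. Leaving out a library was not possible for the same reason, and the depth of the libraries is unknown.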

Other observations

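All tests in this part were chosen after the result they bear on had been seen. They concern the catalogue, and no biological explanation in terms of the injection stages was tested.

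The whole-number gene names are consistent with spreadsheet conversion of date-like gene symbols, as a hypothesis. If symbols such as SEPT or MARCH followed by a number had been turned into dates, the days should match the members of those families. Of the 21 SEPTIN and MARCHF symbols in the RefSeq table, 20 had their number as a day of September or March among these names, and the exception was MARCHF4. In the other direction, all 10 March names but only 10 of the 12 September names had a symbol of that number in the table. Database gene numbers unrelated to these families were argued against. They would leave the family names in place, so that about 19.1 of the 21 symbols would be expected at the 90.7% found for all RefSeq symbols, and 0 were found under an old or a new family name. If the hypothesis holds, a search of expression tables built on this catalogue for a septin or MARCHF symbol would return nothing, although 427 transcripts of such genes may be present under numbers. The symbols cannot be restored with certainty from the day alone, because different families could share a month, and 2 September names and the single April name had no counterpart among these symbols.

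The bacterial-style names, such as fldA and hemA, occurred among TRINITY transcripts alone. A naming habit that applies to both transcript sources alike was argued against, since it would have put about 979 of the 1184 transcripts among the HQ transcripts, where 0 were found. Bacterial RNA in the material behind the TRINITY transcripts is a candidate explanation. It predicts transcripts that span several genes, as operon transcripts do. More than 1 gene name was carried by 33 of 1156 such transcripts (2.85%, 95% Wilson interval 2.04% to 3.98%) and by 12 of 32487 other TRINITY transcripts (0.0369%, 0.0211% to 0.0646%; Fisher's exact test, two-sided, p = 6.08e-39). Transcripts of the same cluster are not independent, so the intervals and the p-value serve only as a scale. A transcript counted as bacterial-style if any of its names had that form, which favoured transcripts with several names. Whether any bacterial RNA came from the animals, from reagents or from the water cannot be read from names, and no sequences were examined. A wider pattern that made the last letter optional gave 968 names, of which 14 had HQ transcripts.

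Bacterial-style names alone were not the reason for the lower RefSeq match of names with TRINITY transcripts alone. Without them, 58.2% of 4079 such names matched, against 85.3% of names with both sources (Fisher's exact test, p = 2.01e-262). Names with HQ transcripts alone matched at a similar 59.2% (95% Wilson interval 53.5% to 64.7%), so a low match was shared by names from either single source. Older symbols are an untested alternative. Of 306 placeholders of the form chromosome, orf and number, 1 matched a RefSeq symbol.

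L1TD1 stood apart from the other names with many transcripts. Isoforms of 1 assembled locus were argued against, because its TRINITY transcripts lay in 282 clusters, and the next name by clusters, PPA1, had 68. Many assembled sequences of a repeated family under 1 name stays open. The ratio of 89.0 clusters per 100 of its TRINITY transcripts decides nothing, since the whole catalogue had 83.4 per 100. Fragments of 1 long locus assembled separately would also give many clusters. These cannot be told apart without sequences or positions.

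The larger number of transcripts of the listed cell type genes was also seen among TRINITY transcripts alone, with a difference of mean log2 of 0.28 (p = 0.00846, permutation test). The other names there included the bacterial-style names, and a limit to RefSeq symbols was not tried within TRINITY transcripts. This value therefore does not exclude the HQ source as the main reason. Among HQ transcripts alone the difference was 0.52, so the difference within each source was smaller than the 0.99 found over both. Part of the reported difference may therefore reflect which names have transcripts from both sources. Among names with both sources, 54 listed genes and 11855 others, it was 0.62 (p = 0.00087, permutation test). Limiting the other names to RefSeq symbols gave 0.68, and names outside those symbols had a median of 2 transcripts against 7 for names that matched one. Whether the rest follows expression in the tissue behind the catalogue was not tested.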
